A study of Mus musculus with 2 samples. Its data were reported in "Fibroblast hierarchy dynamics during mammary gland morphogenesis and tumorigenesis" (2025).

How the data were processed

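Single-cell RNA sequencing (scRNA-seq) libraries were available for 2 stages of mammary gland development in female wild-type C57BL/6 mice, puberty (4 weeks of age per the labels) and virgin adulthood (9 weeks). Each stage had 1 library, both marked as replicate 2, and per the labels each held stromal cells of 2 females. The cells had been sorted by flow cytometry as lineage-negative and CD24-negative, a gate that removes immune, endothelial, red blood and epithelial cells. Other stages and the other replicate were not analysed here.

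Per the labels the libraries were made with the droplet-based 10x Genomics Chromium GEM-X 3′ kit, which tags each captured transcript with a unique molecular identifier (UMI). The authors deposited a filtered matrix of raw UMI counts per gene and cell barcode for each library, made with Cell Ranger 8.0.1 per the file headers, with no normalization. The study's methods name another kit version, another Cell Ranger version and a slightly older pubertal age. The labels and file headers were followed, and values quoted from the study's atlas are not taken to describe these libraries, since the study also describes a separate dataset of puberty and adulthood. The genome build and annotation behind the counts were not stated, so no coordinates are given, and gene symbols and Ensembl identifiers are those of the deposited gene list of 33696 genes, which was identical in both libraries. The counts were whole numbers of at least 1. Since a UMI is counted once, amplification copies do not enter, but intervals in the text cover counting error only and not the spread between animals or libraries.

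Cells were kept with at least 500 detected genes and at most 10% mitochondrial UMIs, as in the study's methods. Those methods give no number for a very high gene count, so cells above the 99th percentile of their library (5381 genes at puberty, 5747 in the adult) were also removed. Doublets, which are droplets holding more than 1 cell, were scored with Scrublet as implemented in scanpy 1.11.5, because the caller used by the study was not installed. The highest-scoring cells were removed at a rate of 0.4% per 1000 barcodes, which came to 8.68% at puberty and 9.27% in the adult. Scrublet's own threshold marked fewer, 3.26% and 3.48% of barcodes.

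Each library was first analysed alone in Seurat 5.3.0 under R 4.3.3, with log normalization, 1000 variable genes, 30 principal components and graph clusters at resolution 0.5. Marker genes of each cell type and fibroblast class were fixed before the data were examined, as were the groups, the comparisons, the gene lists, the rule for naming genes and the processing alternatives. The numerical thresholds for counting a marker were set while the data were analysed. A marker counted for a cluster when at least 25% of its cells had a UMI and its counts scaled to 1000000 UMIs per sum (CPM) were at least 2-fold those of the other cells, or 1.5-fold for fibroblast classes, with 5 CPM added to both sides. A cluster was named from at least 3 such markers, and fibroblasts from at least 3 of their markers in 50% of cells. Clusters stayed unnamed when fewer markers were found, when markers of another type or class outnumbered their own among the 10 leading genes by fold, or when their UMI count was low and none of their own markers were among those 10.

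Fibroblasts of both libraries were joined by Seurat's anchor-based integration with 30 dimensions and 1000 features and clustered at resolution 0.2. The genes to be read out across classes, among them *Cd34*, *Pdgfra*, *Esr1*, *Pgr*, *Gli1*, *Gli2*, *Ptch1* and *Hhip*, were left out of the features. The class marked by *Mmp3* and *Fabp4* was subclustered on 30 principal components of the integrated values at resolution 0.3. Because classes were rebuilt from markers, a difference from the study can come from the rebuilt names.

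Shares of cells are given with exact Clopper-Pearson 95% binomial intervals, and sums of UMIs with exact Poisson intervals. Ratios of adult over pubertal values have conditional binomial intervals. Where a share was 0, the limit given is that of 3 counts. To compare shares of marker-positive cells, each fibroblast with at least 3000 UMIs was thinned to 3000 UMIs at random without replacement, and a cell was positive with at least 1 UMI. The same share in pericyte or smooth muscle-like cells served as background from free RNA. Raw counts were summed over all fibroblasts of a library, and over each class, and divided to CPM. The median log2 ratio of each gene list was placed among 10000 random lists of the same size, each gene drawn from 100 genes of similar mean expression with at least 10 UMIs in each library. The median of 1 gene list is not reported here.

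With 1 library per stage no test across samples was possible. No p-value or count of changed genes was computed from cells, and every difference compares these 2 libraries, with no replicate check. Genes were named by a rule of size, the 5 highest and 5 lowest ratios among genes with at least 50 CPM in 1 library and 10 UMIs in each, and the 3 highest and 3 lowest within the progenitor class, beside the genes of the fixed lists. Other genes named were chosen after their values were seen.

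Alternatives covered the mitochondrial maximum (5%), the gene minimum (1000) and the upper limit on genes, the doublet rate (doubled, or no removal), the clustering resolution, the number of features (2000), clustering with no integration, features without genes more than 2-fold apart between the fibroblast sums, thinning before integration, thinning depth (1500 and 5000 UMIs), at least 2 UMIs for a positive cell, TMM scaling by edgeR 4.0.16, CPM without mitochondrial and ribosomal protein genes, the mean of each cell's CPM, and equal weight for each class with at least 100 cells in both libraries.

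The calculations were tested on simulated data before use. For the adult over puberty ratios, simulated sums over 3474 genes held 200 changed genes, of which 200 came within 10% of the true ratio. In these sums 95.2% of intervals held the truth. The sums were drawn with the counting error that the intervals assume, so this checks the calculation and not any spread between cells. For the list percentiles, 200 of 200 simulated lists of 10 genes shifted by 1 log2 unit, drawn from 19282 genes, fell above the 97.5th percentile. Of the unshifted lists, 3% fell outside the 2.5th to 97.5th. Genes of these lists varied independently, and shifts as small as the medians reported over all fibroblasts were not simulated. For the thinned shares, 3 simulated expression rates in cells of unequal depth differed by up to 23.9 percentage points unthinned and by up to 0.785 points thinned. The naming rule returned the planted name for 7 of 7 simulated clusters over 56 marker genes. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for the remaining steps.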

Results

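To compare the fibroblasts of the mouse mammary gland between puberty and adulthood, stromal cells negative for lineage markers and CD24 were profiled by droplet-based scRNA-seq in 1 pubertal and 1 adult library. The pubertal library held 21688 cell barcodes and 255274670 UMIs, and the adult library 23183 barcodes and 259549498 UMIs. The median depth was 11726 UMIs and 3449 genes per barcode at puberty, and 10781 UMIs and 3420 genes in the adult. Of 33696 listed genes, 26072 and 26248 were detected. After quality control 21318 and 22740 cells remained, and removal of 1849 and 2109 predicted doublets left 19469 pubertal and 20631 adult cells. Both libraries carried the label of female mice. *Xist*, the RNA of the inactive X chromosome, was counted at 662 CPM in pubertal and 822 CPM in adult fibroblasts, and the Y-linked gene *Ddx3y* gave 28 and 17 UMIs in total. There were no replicates of either stage, so each difference is between these 2 libraries and could not be set against the spread between mice. Intervals are 95% intervals for counting error alone.

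The first question was how pure the sorted stroma was. Fibroblasts, named from *Dcn*, *Lum*, *Pdgfra*, *Col1a2* and *Col1a1*, made up 93.0% of pubertal cells (18099 cells, interval 92.6 to 93.3) and 95.4% of adult cells (19683 cells, 95.1 to 95.7). The adult share moved most with a mitochondrial maximum of 5%, to 96.5%, and the pubertal share with at least 1000 genes per cell, to 93.8%. Pericyte or smooth muscle-like cells were the next type, at 3.56% (3.31 to 3.83) at puberty and 1.90% (1.72 to 2.10) in the adult. Skeletal muscle-like cells came to 0.375% and 0.679%. Schwann-like cells fell from 0.354% to 0.0630%, although with no doublet removal the adult share was 0.255%. Endothelial-like cells formed a cluster in the adult library (74 cells, 0.359%) and none at puberty, where a count of 0 allows up to 0.0154%. Their cells were shallow, with a median of 2486.5 UMIs. Scored cell by cell, 19 pubertal and 65 adult cells carried at least 3 of the 5 endothelial markers, so such cells were present in both libraries. All 19 of the pubertal cells were counted among the fibroblasts, against 3 of the 65 adult cells. The fibroblast sets of the 2 libraries thus kept such cells unevenly. A further 534 pubertal cells (2.74%) and 328 adult cells (1.59%) stayed unnamed.

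The second question was which fibroblast subpopulations differ in share between the stages. Integration of both libraries gave 8 clusters, which were named from 6 sets of markers. The fibroblasts marked by *Pi16* and *Dpp4*, described in the study as mesenchymal progenitors, made up 64.4% of fibroblasts at puberty (63.7 to 65.1) and 28.9% in the adult (28.3 to 29.6), an adult over puberty ratio of 0.449 (0.435 to 0.463). The class marked by *Mmp3* and *Fabp4* rose from 13.1% (12.6 to 13.6) to 48.3% (47.6 to 49.0), a ratio of 3.69 (3.53 to 3.86). The adipogenesis-regulatory class, marked by *Gdf10*, *Clec11a* and *Fmo2*, made up 13.2% (12.7 to 13.7) and 10.6% (10.2 to 11), a ratio of 0.801 (0.755 to 0.850). The lobular-like class, marked by *Bmp5* and *Thbs4*, made up 8.48% (8.08 to 8.90) and 12% (11.5 to 12.4), a ratio of 1.41 (1.32 to 1.51).

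These classes were drawn with features that themselves can differ between the libraries. When genes more than 2-fold apart between the fibroblast sums were left out of the features, the progenitor class made up 57.0% (56.3 to 57.7) and 28.4% (27.8 to 29.0), the *Mmp3*/*Fabp4* class 13.5% (13 to 14) and 48.3% (47.6 to 49.0), and the adipogenesis-regulatory class 12.7% (12.2 to 13.2) and 10.4% (10.0 to 10.9). Each kept its direction. The lobular-like class had the ratio that moved most. It made up 2.35% (2.13 to 2.58) and 8.96% (8.57 to 9.37) with these features, a ratio of 3.82 (3.43 to 4.25), and without integration its ratio was 4.94. With the reduced features, 14.2% of pubertal and 3.74% of adult fibroblasts were left in unnamed clusters. The adult fibroblasts exceeded the pubertal ones in lobular-like share under all 10 settings, but by a factor that ranged from 1.38 to 4.94.

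**Figure D1:**
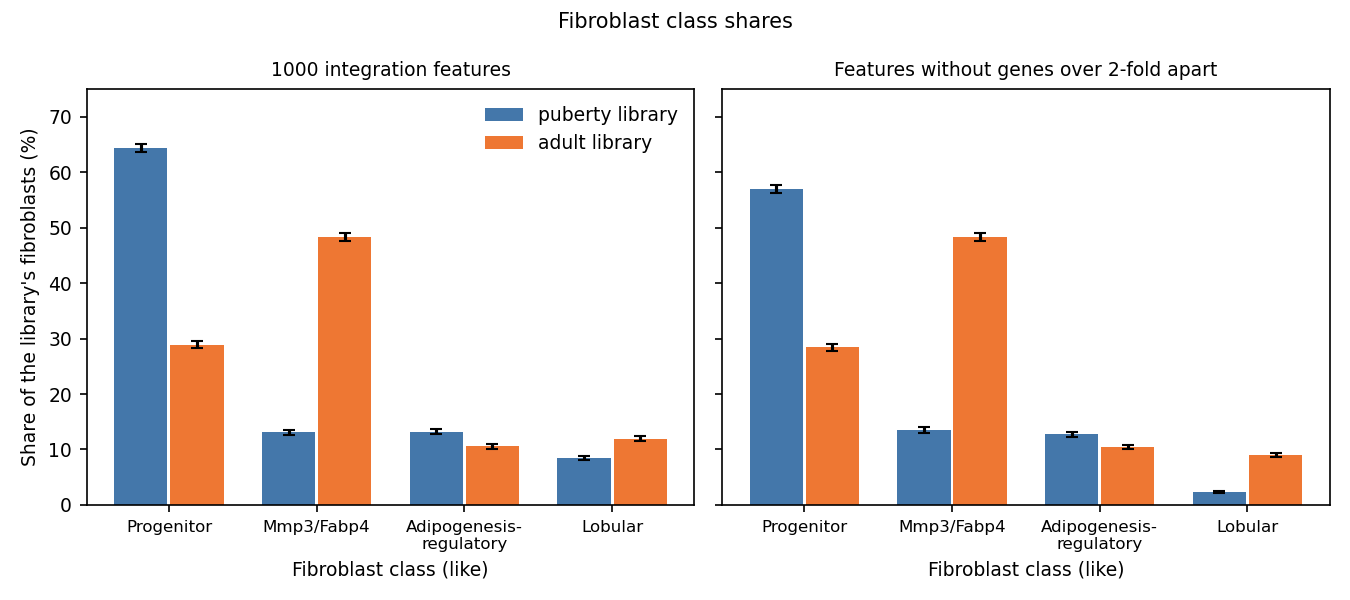
Share of fibroblasts (%, from 0) in each of 4 classes in the pubertal and adult libraries, with exact 95% binomial intervals as error bars, for clusters drawn with 1000 integration features and for clusters drawn with features that leave out genes more than 2-fold apart. The progenitor class was the largest at puberty (64.4% and 57.0%) and the *Mmp3*/*Fabp4* class the largest in the adult (48.3% in both).

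**Figure D2:**
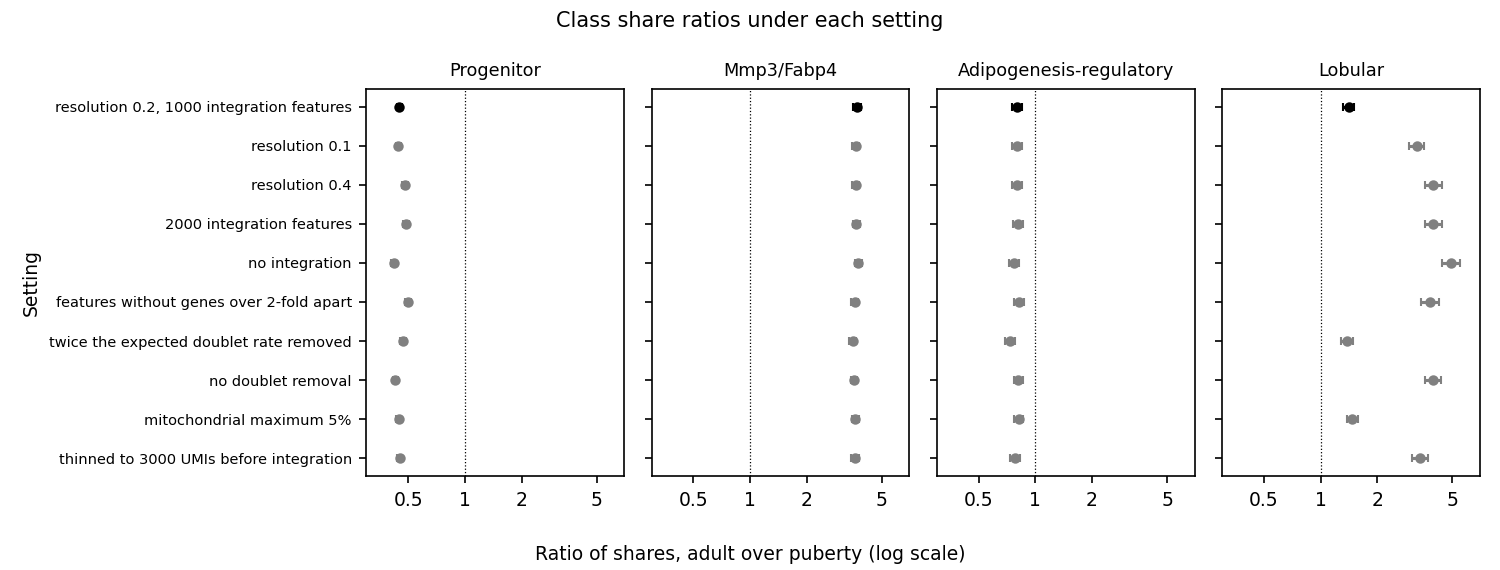
Ratio of class shares, adult over puberty, on a log axis for 4 fibroblast classes under 10 processing settings, with 95% intervals as error bars and a dotted line at a ratio of 1. Progenitor and adipogenesis-regulatory ratios stayed below 1 and *Mmp3*/*Fabp4* and lobular-like ratios above 1 under all 10, while the lobular-like ratio was spread widest.

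The *Mmp3*/*Fabp4* class held a cluster led by *Pla2g7* with 4.13% of pubertal (747 cells) and 35.5% of adult fibroblasts (6982 cells), and a cluster led by *Fabp4* with 8.95% and 12.8%. With 1 library per stage, a cluster drawn mostly from 1 library may mark that library and not a cell type. The progenitor class held a main cluster with 61.2% and 27.4%, and a small cluster led by *Pecam1* with 3.18% (575 cells) and 1.49% (293 cells). The latter held 3.95% and 3.68% with 2000 features, 3.70% and 3.62% without features more than 2-fold apart and 3.79% and 3.33% with cells thinned before integration, so no difference in its share was drawn. A cluster named cycling held 38 pubertal and 27 adult cells, 0.210% and 0.137%. The ratio of these shares was 0.653 (0.384 to 1.1). It was 0.376 (0.205 to 0.664) for 2000 features and 1.99 (1.19 to 3.41) for no doublet removal, so no direction was drawn. The endothelial gene *Flt1* was among the leading genes of this cluster, but not with no doublet removal. Without integration, 19 pubertal cells with *Flt1* and *Cdh5* among their leading genes formed a separate unnamed cluster. Whether such cells lay in the cycling cluster was not tested, so its pubertal cells may not all be cycling fibroblasts. A class marked by *Dlk1* held 109 pubertal (0.602%) and 20 adult cells (0.102%). Its shares were not compared, because an adult cluster of 185 cells led by *Tenm2*, *Fat3* and *Spp1* together with epithelial genes stayed unnamed, and with a mitochondrial maximum of 5% the same class came to 0.596% and 0.595%.

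The study drew attention to a *Crabp1*-expressing subset within the *Mmp3*/*Fabp4* class that it found depleted at puberty. Subclustering of the class gave 6 subclusters. The 2 named from *Crabp1*, *Stra6* and *Pla2g7* together held 524 pubertal and 3095 adult cells, 2.90% (2.66 to 3.15) and 15.7% (15.2 to 16.2) of all fibroblasts, a ratio of 5.43 (4.95 to 5.97). As shares of the class they came to 22.1% (20.5 to 23.9) and 32.6% (31.6 to 33.5), a ratio of 1.47 (1.34 to 1.62). This ratio within the class was 2.25 at subcluster resolution 0.2, 1.95 at 0.5 and 1.95 without integration, each above that interval. The ratio over all fibroblasts was 7.32 without integration. It was 8.30 at subcluster resolution 0.2. The larger subcluster counted there (4839 cells) was named from *Pla2g7*, *Enpp2* and *Tnc*, with neither *Crabp1* nor *Stra6* among its markers. The ratios of 2.25 and 8.30 at that resolution therefore cover a wider set of cells. The preadipocyte-like subcluster, named from *Fabp4*, *Cd36*, *Lpl* and *Aoc3*, held 66.4% of the class at puberty (64.5 to 68.3) and 23.9% in the adult (23.0 to 24.8). Chemokine, complement and interferon-induced genes (*Ccl7*, *Cxcl13*, *Cxcl9*, *C3*, *Ifit1*) were among its leading genes. Over all fibroblasts this subcluster came to 8.68% (8.27 to 9.10) and 11.5% (11.1 to 12), a ratio of 1.33 (1.25 to 1.42) that was 0.992 without integration, so no direction was drawn from it. The remaining 3 subclusters had fewer than 3 markers of any set and held 11.5% of the class at puberty and 43.5% in the adult. Most of these cells lay in 1 subcluster led by *Frmpd4*, *Cilp* and *Lgr5*, with 0.890% of pubertal and 16.1% of adult fibroblasts.

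To examine the same question without clustering, each fibroblast was thinned to 3000 UMIs. This left out 461 pubertal and 647 adult fibroblasts with fewer UMIs and kept 17638 and 19036. *Crabp1* (ENSMUSG00000032291) was detected in 0.675% of pubertal (119 cells, 0.559 to 0.807) and 7.01% of adult fibroblasts (1335 cells, 6.65 to 7.39), a ratio of 10.4 (8.61 to 12.6). Unthinned, at median depths of 11870 and 10705 UMIs, the shares were 1.36% and 12.1%. In thinned pericyte or smooth muscle-like cells, whose median depths before thinning were 6329.5 and 6309 UMIs, *Crabp1* was found in 1 of 662 pubertal cells (0.151%, up to 0.839%) and 1 of 323 adult cells (0.310%, up to 1.71%). The pubertal fibroblast share therefore lay within the interval of its background, and the adult share lay above its own. With 1 positive cell of 662, this background does not show that the pubertal signal is free RNA. The ratio moved most when 2 UMIs were required, to 11.8. *Stra6* (ENSMUSG00000032327) rose from 0.306% (0.230 to 0.399; unthinned 0.890%) to 2.93% (2.70 to 3.18; unthinned 6.68%), a ratio of 9.57 (7.23 to 12.9), with 0 of 662 and 0 of 323 background cells, which allow up to 0.453% and 0.929%. Its pubertal share lay below that limit, so the background cells do not decide its source.

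Among the other thinned markers, *Mgp* was found in 15.8% and 29.4% (unthinned 21.8% and 40.6%; background 4.98% and 11.5%), a ratio of 1.86 (1.78 to 1.95), and *Lox* in 36.1% and 30.7% (unthinned 65.4% and 53.3%; background 20.8% and 12.4%), a ratio of 0.850 (0.820 to 0.881). The pericyte or smooth muscle-like shares of both moved the same way beyond counting error, so no order specific to fibroblasts was read from these shares. *Thbs4* rose from 1.92% to 7.27% (unthinned 2.66% and 9.60%; background 0.604% and 0.619%), a ratio of 3.78 (3.35 to 4.27). *Bmp5* was found in 1.25% and 4.76% (unthinned 2.76% and 8.23%), a ratio of 3.82 (3.29 to 4.45), and no order specific to fibroblasts was read from it either, as its share was also higher in adult pericyte or smooth muscle-like cells. *Pi16* fell from 69.5% to 40.5% (unthinned 77.1% and 50.4%; background 3.93% and 2.48%), *Dpp4* from 68.1% to 40.5% (unthinned 78.1% and 51.2%; background 1.36% and 0.619%) and *Cd34* from 80.0% to 70.1% (unthinned 94.8% and 87.9%; background 2.72% and 0.929%). *Clec11a* fell from 5.44% to 4.22% (unthinned 12.6% and 9.26%; background 0, which allows up to 0.453%, and 0.310%), while *Gdf10* rose from 11.5% to 13.1% (unthinned 22.5% and 26.2%; background 0.453% and 0.619%). *Fmo2* stood at 14.2% and 16.9% (unthinned 26.5% and 31.0%; background 0.151% and 0.310%), a ratio of 1.19 that fell to 0.995 when 2 UMIs were required. *Gli1* was found in 0.941% and 0.925% (unthinned 2.71% and 2.77%), a difference that was not detectable at this depth, beside 0.453% and 0 in the background cells, where the adult count of 0 allows up to 0.929%. Both *Gli1* shares were no higher than counting error allows for the background. The background cells were too few to separate such low shares from free RNA, so no source was read from this.

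*Fabp4* was found in 8.19% of pubertal and 10.6% of adult fibroblasts (unthinned 13% and 17.5%) while its CPM fell from 119 to 102, so no order was read from the share. *Cd36* stood at 3.45% and 2.58% (unthinned 6.74% and 5.82%). The pericyte or smooth muscle-like cells express these genes (*Fabp4* in 93.2% and 94.1%, *Cd36* in 20.5% and 44.9%, *Bmp5* in 11.5% and 20.1%) and give no background for them. *Dlk1* was found in 1.30% and 0.541% (unthinned 2.86% and 1.20%). In pericyte or smooth muscle-like cells it was found in 0.302% at puberty (up to 1.09%) and 2.79% in the adult (1.28 to 5.22). These differed beyond counting error, so the adult cells gave no background for *Dlk1* and no order was read from its shares.

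**Figure D3:**
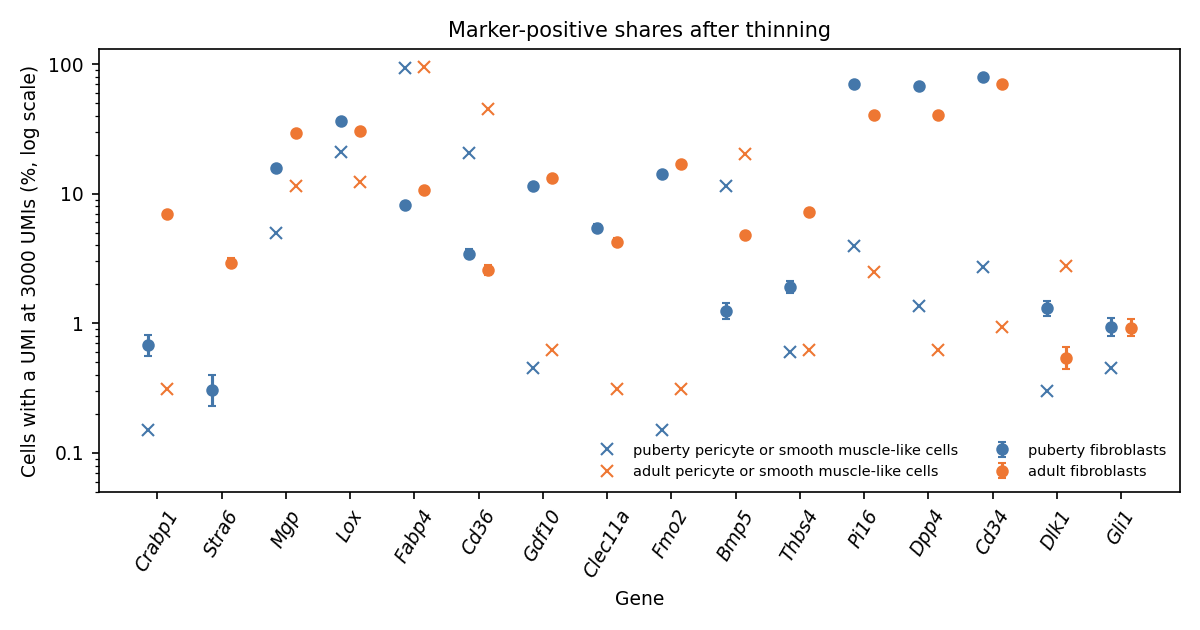
Percentage of fibroblasts with at least 1 UMI (log axis) for 16 marker genes after thinning every cell to 3000 UMIs, at puberty and in the adult, as dots with exact 95% binomial intervals, and the same percentage in pericyte or smooth muscle-like cells as crosses, where shares of 0 are not drawn. *Crabp1* (0.675% and 7.01%) and *Stra6* (0.306% and 2.93%) stood furthest apart between the libraries.

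Cycling fibroblasts, which the study located at puberty and in pregnancy, were counted as thinned cells with at least 3 of 12 cell cycle genes. There were 20 at puberty (0.113%, 0.0693 to 0.175) and 18 in the adult (0.0946%, 0.0561 to 0.149), a ratio of 0.834 (0.416 to 1.66). Unthinned, the shares were 0.215% and 0.208%. None were found among 662 and 323 background cells. The difference was not detectable at this depth, and the ratio moved most with no doublet removal, to 1.56.

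Counts were then summed over all fibroblasts of each library, 214466260 UMIs at puberty and 214250991 in the adult. The median log2 ratio, adult over puberty, over 8643 genes with at least 10 CPM in 1 library was 0.13 in CPM and 0.00 after TMM scaling, with factors of 0.956 and 1.046. Changes in CPM can be read relative to this shift. Among genes with at least 50 CPM in 1 library, the 5 highest ratios belonged to *Pla2g7* (ENSMUSG00000023913), *Map2* (ENSMUSG00000015222), *Chrm2* (ENSMUSG00000045613), *Mme* (ENSMUSG00000027820) and *Frmpd4* (ENSMUSG00000049176). *Pla2g7* rose from 5.85 CPM (5.53 to 6.18) to 92.1 CPM (90.8 to 93.4), a ratio of 15.8 (14.9 to 16.7). The ratios of the other 4 were 11.2, 11, 10.3 and 8.44. The 5 lowest belonged to *Rasgef1c* (ENSMUSG00000020374), *B830012L14Rik* (ENSMUSG00000098202), *Il1rl1* (ENSMUSG00000026069), *Rnf180* (ENSMUSG00000021720) and *Cxcl2* (ENSMUSG00000058427). *Rasgef1c* fell from 74.0 CPM (72.9 to 75.2) to 5.26 CPM (4.95 to 5.57), a ratio of 0.0710 (0.0668 to 0.0754). The other 4 had ratios of 0.150, 0.177, 0.186 and 0.202. Which genes headed the ranking depended on the CPM minimum, since at 10 CPM 1 of the 5 highest and 2 of the 5 lowest were shared.

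Among the scalings tried, equal weight for each class moved the log2 ratio of *Pla2g7* most, from 3.98 to 2.33, and that of *Rasgef1c* most, from -3.82 to -3.31. Those of *Il1rl1* (-2.50) and *Cxcl2* (-2.31) moved most with the mean of each cell's CPM, to -2.68 and -2.50. By class, *Rasgef1c* was lower in the adult in each of the 4 classes compared, with ratios of 0.122 in progenitors, 0.0855 in the *Mmp3*/*Fabp4* class, 0.112 in the lobular-like class and 0.0451 in the adipogenesis-regulatory class. *B830012L14Rik*, *Il1rl1*, *Rnf180* and *Cxcl2* were likewise lower in all 4, with ratios between 0.0242 and 0.471. Of the 5 highest genes, *Pla2g7* and *Mme* were higher in all 4 classes. *Map2* was higher in 3 and within its interval in the adipogenesis-regulatory class (1.16, 0.891 to 1.5). *Chrm2* and *Frmpd4* were lower in the adipogenesis-regulatory class (0.385 and 0.862). *Pla2g7* rose from 38.9 to 203 CPM in the *Mmp3*/*Fabp4* class but stood at 2.42 CPM or less in the other 3. *Map2* stood at 0.25 and 1.53 CPM in progenitors and at 0.41 and 3.90 CPM in lobular-like cells. Free RNA was not tested as a source of these low values. No rise outside the *Mmp3*/*Fabp4* class was therefore read for these 2 genes. In progenitors the ratio of *Chrm2* was 0.820, with an interval of 0.395 to 1.61. Within the progenitor class the 3 highest ratios were those of *Hspa1b* (6.85, from 17.4 to 119 CPM), *Pde1a* (4.06, from 18.1 to 73.4 CPM) and *Cdh9* (3.86, from 36.1 to 139 CPM), and the 3 lowest those of *Rasgef1c* (0.122), *Il1rl1* (0.151) and *Cxcl9* (0.153, from 120 to 18.3 CPM).

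The gene lists were compared next, as the study related fibroblast classes to matrix production and adipocyte commitment. The list of 11 collagen processing genes had a median log2 ratio of -0.29, at the 0.23 percentile of random lists, with 9 genes lower. The median was -0.42 after TMM scaling and -0.31 with equal weight per class, and it was below 0 within each of the 4 classes (-0.37, -0.25, -0.16 and -0.37). The list of 15 collagens had a median of 0.10 in CPM that changed sign to -0.029 after TMM scaling and to -0.13 with equal weight, so no direction was drawn for the list. Its members went opposite ways. *Col1a1* (ratio 0.475), *Col3a1* (0.560) and *Col1a2* (0.616) were lower in the adult, and *Col4a1* (1.89), *Col4a2* (2.11), *Col15a1* (2.67) and *Col18a1* (3.99) were higher, under each of the 5 scalings. With equal weight per class, however, the log2 ratios of *Col4a1* and *Col4a2* were 0.14 and 0.19, beside 0.12 for all genes.

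The adipocyte commitment list had a median of 0.35 (94.8 percentile) that stayed positive after TMM scaling (0.22) and reversed with equal weight per class (-0.40). Its members split, with *Pparg* (ratio 2.34) and *Plin2* (2.33) higher and *Cd36* (0.663) and *Fabp4* (0.854) lower, and within the *Mmp3*/*Fabp4* class the list median was -1.04. The progenitor list had a median of -0.53 (0.19 percentile) and -0.65 after TMM scaling, with 10 of 10 genes lower, but 0.13 with equal weight per class, and the classes went different ways. Within the progenitor class 10 of 10 genes were higher, with a median of 0.32 (99.8 percentile). Within the *Mmp3*/*Fabp4* class 8 of 10 were lower, with a median of -0.66 (0 percentile at the printed precision), and within the lobular-like class 8 of 10, with a median of -0.44 (0.25 percentile). In the adipogenesis-regulatory class the median was -0.02. The interferon response list had a median of -0.43 (0.04 percentile), -0.56 after TMM scaling and -0.15 with equal weight. Within classes its median was -0.99 in the *Mmp3*/*Fabp4* class, -0.25 in progenitors and -0.11 in the adipogenesis-regulatory class, but 0.21 in the lobular-like class. The cycling list had a median of 0.32 (61.4 percentile), 0.20 after TMM scaling and -0.49 with equal weight, the largest move of the lists given, and equal weight leaves out the cycling class by construction. Immediate early genes, which respond to tissue dissociation, had a median of 0.39, above all random lists at the printed precision (100 percentile), with 0.26 after TMM scaling and 0.21 with equal weight. Within classes the median was 0.41 in the lobular-like class, 0.24 in the *Mmp3*/*Fabp4* class and 0.18 in progenitors, but 0.02 in the adipogenesis-regulatory class (20.3 percentile), where 6 of 12 genes were lower. *Hspa1b* (8.27) and *Hspa1a* (5.41) had the highest ratios of that list.

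**Figure D4:**
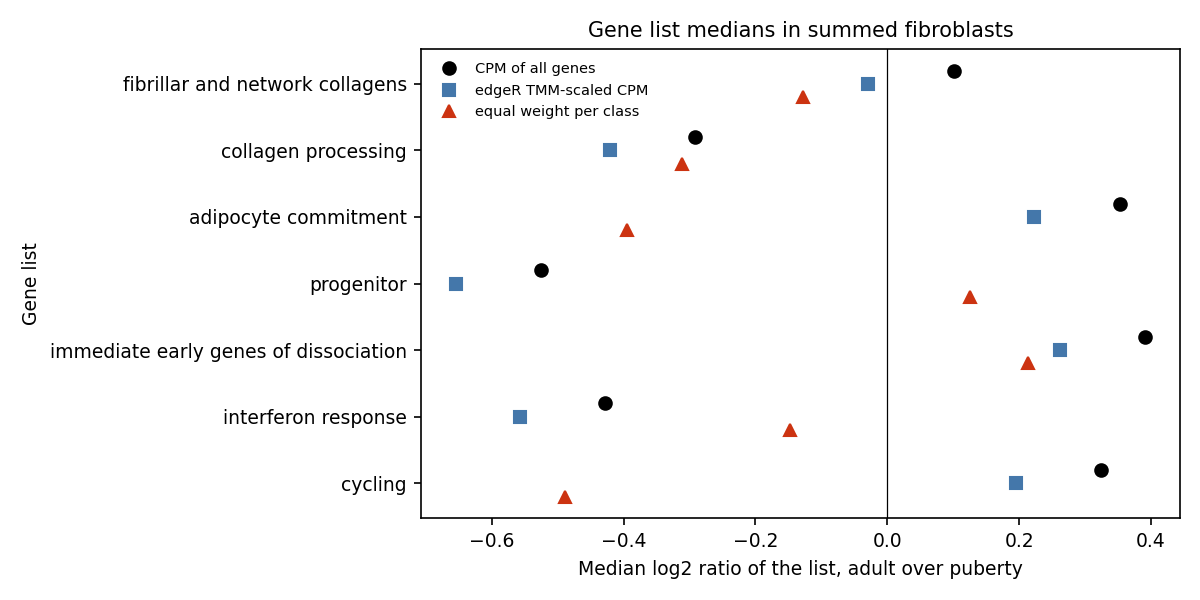
Median log2 ratio, adult over puberty, of 7 gene lists in the fibroblast sums under CPM, TMM scaling and equal weight per class. Collagen processing (-0.29, -0.42 and -0.31) and interferon response (-0.43, -0.56 and -0.15) stayed below 0, the immediate early list above 0, and the collagen, adipocyte commitment, progenitor and cycling lists changed sign with at least 1 scaling.

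Finally, the study described progenitors as high in CD34 and specialised fibroblasts as higher in Hedgehog genes. *Cd34* (ENSMUSG00000016494), which was not used for clustering, was highest in the progenitor class in both libraries, at 856 CPM (851 to 861) at puberty and 1088 CPM (1080 to 1096) in the adult. This was 1.47 (1.44 to 1.5) and 1.81 (1.78 to 1.84) times the next class, the lobular-like one, and the pubertal fold moved most with resolution 0.4, to 2.09. That resolution left an unnamed cluster led by *Ccn5* out of the classes compared. Its *Cd34* stood at 710 CPM at puberty and 858 CPM in the adult, against 865 and 1090 CPM in progenitors. The fold of 2.09 is therefore over the next named class only. In the clusters of the report, *Cd34* stood at 294 and 341 CPM in the *Mmp3*/*Fabp4* class and at 330 and 448 CPM in the adipogenesis-regulatory class. *Gli2* (ENSMUSG00000048402) was lowest in progenitors, at 6.33 CPM (5.92 to 6.76) at puberty and 10.9 CPM (10.2 to 11.7) in the adult, and the lowest other class was 5.75 (5.20 to 6.35) and 5.64 (5.17 to 6.15) times higher. *Gli1* (ENSMUSG00000025407) was highest in the adipogenesis-regulatory class among the 4 compared, at 17.5 CPM (15.9 to 19.3) and 18.0 CPM (16.2 to 19.9), against 0.20 and 0.22 CPM in progenitors. *Ptch1* was also highest there among the 4, at 32.2 and 34.2 CPM. It did not separate progenitors (7.30 CPM) from lobular-like cells (6.34 CPM) at puberty, a fold of 0.869 (0.716 to 1.05) that became 1.18 at resolution 0.4 and 1.36 without integration, and in the adult the lobular-like cells were 1.23 (1.07 to 1.40) times higher. Between the libraries the direction depended on the gene and the class. *Gli2* was higher in the adult in each of the 4 classes, and in the adipogenesis-regulatory class it rose from 51.2 CPM (48.5 to 54.1) to 62.6 CPM (59.2 to 66.1). There *Gli1* and *Ptch1* did not differ beyond counting error, and *Hhip* fell from 106 CPM (102 to 110) to 58.3 CPM (55.0 to 61.7). In lobular-like cells *Ptch1* rose from 6.34 CPM (5.27 to 7.56) to 12.2 CPM (10.9 to 13.6), while *Gli1*, at 1.69 and 2.13 CPM, did not differ beyond counting error. *Hhip* stood at 1.84 CPM (1.29 to 2.55) at puberty and 4.44 CPM (3.69 to 5.30) in the adult lobular-like cells. At resolution 0.4 these values were 6.57 CPM (4.55 to 9.18) and 5.17 CPM (4.26 to 6.23), and without integration 6.57 and 5.59 CPM. The rise of *Hhip* thus depended on the clusters drawn, and no direction was drawn from it.

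*Pdgfra* was counted in all 4 classes, from 294 CPM in pubertal progenitors to 754 CPM in adult lobular-like cells, and was lowest in progenitors in both libraries. Among the 4 classes the hormone receptor genes were highest in progenitors in the adult, with *Esr1* at 337 CPM (332 to 341) and *Pgr* at 39.4 CPM (37.9 to 40.9). At puberty *Esr1* stood at 424 CPM (421 to 428) in progenitors and 414 CPM (405 to 423) in lobular-like cells, and *Pgr* at 51.9 CPM (50.7 to 53.1) and 62.0 CPM (58.5 to 65.6). The pubertal lobular-like values depended on the clusters drawn. At resolution 0.4 they were 237 CPM for *Esr1* and 1.55 CPM for *Pgr*. The unnamed *Ccn5*-led cluster of that resolution then had the higher pubertal values, with *Esr1* at 481 CPM and *Pgr* at 65.0 CPM. Progenitors stood at 417 and 52.5 CPM. In the adult, *Pgr* was 44.5 CPM (40.0 to 49.4) in that cluster and 38.3 CPM (36.8 to 39.8) in progenitors, while *Esr1* was 327 and 336 CPM. *Esr1* was lower in the adult than at puberty in each of the 4 classes.

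**Figure D5:**
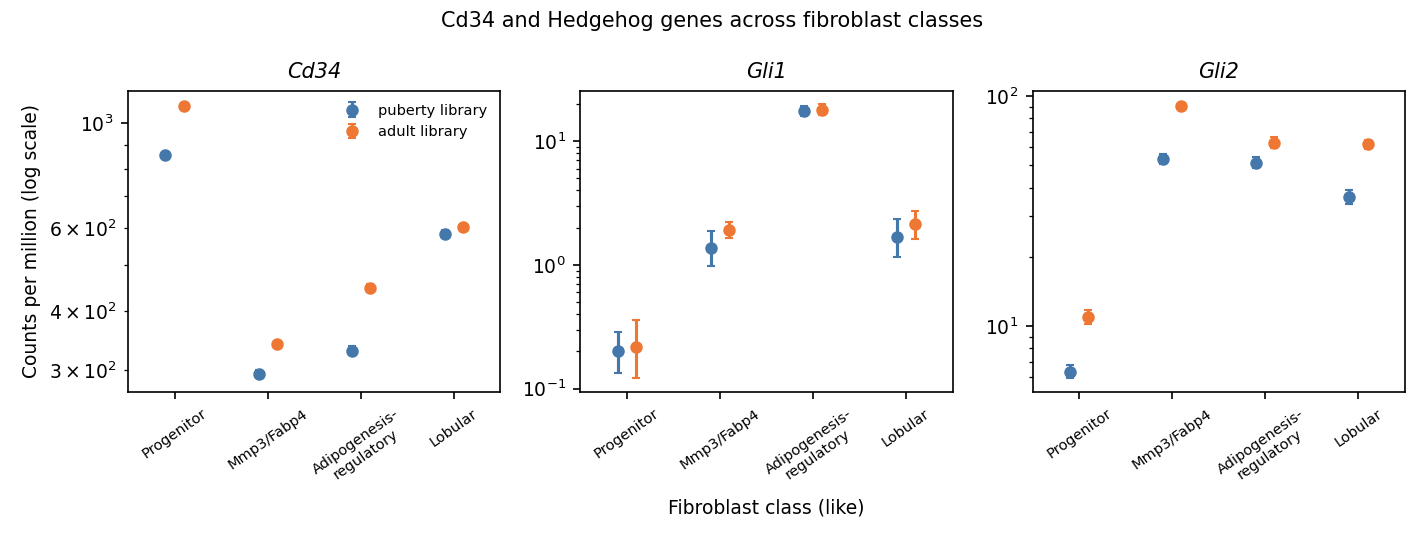
*Cd34*, *Gli1* and *Gli2* in CPM (log axes) in 4 fibroblast classes of the pubertal and adult libraries, with exact 95% Poisson intervals. *Cd34* was highest in progenitors (856 and 1088 CPM), where *Gli1* (0.20 and 0.22 CPM) and *Gli2* (6.33 and 10.9 CPM) were lowest.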

Values the study reported

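For its atlas of the sorted stroma across post-natal stages, the study reported a minimum of 6500 cells in each sample once low-quality cells and doublets had been taken out. Clustering of the atlas was reported to give 8 fibroblast populations, and a second round of clustering within the population marked by *Mmp3* and *Fabp4* was reported to give 5 subpopulations.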

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

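No test in this part was chosen after its result was seen. Cells left unnamed enter no comparison of the fibroblasts, and in the adult library 23 of 328 of them (7.01%, 95% interval 4.50 to 10.3) carried at least 3 of the 5 epithelial markers. At puberty 1 of 534 unnamed cells (0.187%) did so. An adult cluster of 185 cells had stayed unnamed because epithelial genes were among its leading genes, so that such cells collect among the unnamed ones follows from the naming. Over all adult cells, whatever their name, 24 of 20631 (0.116%) carried 3 of the 5 markers (0.0745 to 0.173), and 9 of 19469 (0.0462%, 0.0211 to 0.0877) did so at puberty. At puberty 8 of these 9 cells were counted among the fibroblasts, against 1 of the 24 in the adult. The sort was made to remove epithelial cells. In the adult unnamed cells *Krt18* stood at 173 CPM, *Epcam* at 129 CPM, *Krt8* at 116 CPM, *Krt14* at 71.0 CPM and *Krt5* at 37.5 CPM, against 0.11 CPM or less for each in adult fibroblasts. The fibroblast gene *Dcn* stood at 24391 CPM in the same unnamed cells.

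Free RNA from epithelial cells would reach all droplets alike, and only 1 of 19683 adult fibroblasts (0.00508%) carried 3 of the 5 markers, so it is argued against as the source. Epithelial cells that passed the sort, droplets that held a fibroblast together with an epithelial cell, and fibroblasts that express epithelial genes stay open as sources. No epithelial cluster was named at the first-pass resolution used, but at first-pass resolution 1.0 an epithelial-like cluster of 64 adult cells was named and 171 adult cells stayed unnamed, and with no upper limit on genes one of 38 cells was named. Their median depths were 9777 and 6666 UMIs, against 10781 UMIs per barcode in the adult library. Part of the unnamed adult cells may thus be epithelial cells or droplets that hold one, which these values do not separate. Among the adult cells removed as doublets, 5 of 2109 (0.237%) carried 3 of the 5 markers. The difference in stage between the libraries is an untested biological explanation.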

How the results depend on the processing

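Of the alternatives tried, 80 values belong to the 21 results that answer a comparison. Of these, 42 stayed, 33 moved and 5 changed sign. A value stayed when it lay within the counting interval of the value in the report. A gene list median stayed when it shifted by less than 0.1 log2 units relative to all genes. Shares of cells have no sign to change. Ratios whose interval held 1 were never counted as changing sign, so the cycling ratio of 1.56 counted as stayed. Of 263 values for 57 other results, 132 stayed, 124 moved and 7 changed sign. Overlaps of the highest and lowest genes, which have no interval, counted as moved. All settings were planned. No paired analysis was possible because each stage had 1 library, and no result came from a test across samples. Where no cause is given below, the cause was not tested.

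The progenitor ratio, 0.449 in the report, stayed below 1 under each of the 9 alternatives. It was 0.480 at resolution 0.4, 0.487 with 2000 features, 0.419 without integration, 0.498 without features more than 2-fold apart, 0.468 with the doublet rate doubled and 0.427 with no doublet removal. With the doublet rate doubled, the *Mmp3*/*Fabp4* ratio was 3.5 (3.69 in the report) and the adipogenesis-regulatory ratio 0.737 (0.801). The other 8 alternatives left both within their intervals. The lobular-like ratio, 1.41 in the report, was 3.24 at resolution 0.1, 3.98 at resolution 0.4, 3.96 with 2000 features, 4.94 without integration, 3.82 without features more than 2-fold apart, 3.97 with no doublet removal and 3.35 with cells thinned before integration. The ratio of the *Crabp1*-like subclusters over all fibroblasts, 5.43 in the report, was 8.30 at subcluster resolution 0.2, 7.21 at 0.5 and 7.32 without integration. Within the class the ratio, 1.47 in the report, was 2.25, 1.95 and 1.95 under the same settings. At 0.2 the larger subcluster counted had neither *Crabp1* nor *Stra6* among its markers, so 8.30 and 2.25 are ratios of a wider set of cells.

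The pubertal fibroblast share was 93.8% with a mitochondrial maximum of 5%, 93.8% with at least 1000 genes and 92.6% with no upper limit on genes. The adult share was 96.5%, 96.4% and 95.9% under the same settings, and 95.9% at first-pass resolution 1.0. The preadipocyte-like ratio over all fibroblasts changed sides to 0.992 without integration, and the thinned *Fmo2* ratio to 0.995 with at least 2 UMIs.

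Equal weight per class reversed the log2 ratios of *Pi16* (0.21), *Dpp4* (0.15) and *Cd34* (0.26) and the medians of the collagen (-0.13), adipocyte commitment (-0.40), progenitor (0.13) and cycling (-0.49) lists. It also moved the immediate early median to 0.21 and the interferon median to -0.15. Equal weight takes out the shift in class shares by construction, and the cycling and *Dlk1* classes with it. TMM scaling reversed the collagen median (-0.029), which lay closer to 0 in CPM than the all-gene shift that TMM takes out.

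Across classes, the fold of *Cd34* in progenitors over the next class was 2.09 at resolution 0.4 and 2.06 without integration at puberty, and 2.01 and 1.85 in the adult. The *Gli2* fold was 8.27 at resolution 0.4 at puberty and 5.03 without integration in the adult. The folds at resolution 0.4 leave out an unnamed cluster led by *Ccn5*. Its *Cd34* stood at 710 CPM at puberty and 858 CPM in the adult, against 865 and 1090 CPM in progenitors. Its pubertal *Gli2* stood at 18.5 CPM, against 6.18 CPM in progenitors. The pubertal *Ptch1* fold changed sides to 1.18 at resolution 0.4 and 1.36 without integration. The depth limited the cycling share, which rests on 20 and 18 thinned cells, and *Gli1* in progenitors, at 0.20 and 0.22 CPM.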

Other observations

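The tests chosen only after the result was seen are those of depth for the *Mmp3*/*Fabp4* class, of heat shock genes, of interferon genes, of the *Pecam1*-led cluster in each library, of class makeup for the progenitor genes, and of doublet scores for cycling cells. For every pattern here the difference in stage stays open as an untested biological explanation, since each stage was 1 library. Thinning before integration had been fixed beforehand as a processing setting, and only its use as a test of depth was chosen afterwards.

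The larger *Mmp3*/*Fabp4* class of the adult came with a lower depth of its cells, 9389 UMIs against 12229 at puberty. With every cell thinned to 3000 UMIs before integration the ratio of shares was 3.6, which argues against depth as the cause. A different capture of the class during dissociation or sorting was not tested.

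The lobular-like ratio rose from 1.41 to between 3.24 and 4.94 under 7 of the 9 alternatives. A candidate explanation for the value of 1.41 is a pubertal population led by *Ccn5* that the clusters in the report join to the lobular-like cells. Of the 1535 pubertal lobular-like cells, 1035 (67.4%, 65.0 to 69.8) lay in the *Ccn5*-led cluster at resolution 0.4, against 316 of 2357 adult cells (13.4%). The pubertal values of *Esr1* and *Pgr* in this class, 414 and 62.0 CPM, fell to 237 and 1.55 CPM at that resolution. The split was examined at resolution 0.4 only. At resolution 0.1, where the ratio was 3.24, the lobular-like class held 555 pubertal cells, so a low resolution by itself does not join the cells. The *Ccn5*-led cluster itself held 11.5% of pubertal and 2.74% of adult fibroblasts at resolution 0.4.

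*Hspa1b* and *Hspa1a*, genes of the heat shock response, were 8.27 and 5.41 times higher in adult fibroblasts. Both were also higher in adult pericyte or smooth muscle-like cells, with a median log2 ratio of 1.28, and in skeletal muscle-like cells, with 1.51. In fibroblasts, 8 other heat shock genes had a median of 0.12, at the 83.1 percentile of random lists. All 8 were higher in CPM, but the median was no higher than the shift of 0.13 over all genes, and *Dnaja1*, *Hspa8*, *Hspd1* and *Hspe1* lay below that shift. *Hsph1* (1.87 times), *Hsp90aa1* (1.47) and *Dnajb1* (1.22) lay above it. In pericyte or smooth muscle-like cells *Hsph1* (1.5) and *Dnajb1* (1.21) were higher too, while 3 of the 8 were lower, and in skeletal muscle-like cells 4 of the 8 were lower. A rise of both genes in other cell types goes with a difference in handling, while the 8 others as a set did not rise above the shift over all genes. Handling and stage cannot be told apart for these 2 genes, because each stage was a single preparation.

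Interferon response genes were lower in adult fibroblasts, with a median log2 ratio of -0.43. In pericyte or smooth muscle-like cells 8 of the 9 genes were higher in the adult, with a median of 1.05 and *Isg15* as the exception, which argues against a response of the whole library or free RNA. *Cxcl10*, which is not on the list, was lower in the adult in both cell types, with 64 and 2 UMIs in the pericyte or smooth muscle-like cells. With equal weight per class the median was -0.15 and lay at the 2.5 percentile of random lists, so the makeup of 4 classes may account for part of the shift but not for all of it. A change of makeup within classes stays open as a source of the rest. The *Ccn5*-led cluster seen at resolution 0.4, with 11.5% of pubertal and 2.74% of adult fibroblasts, had the interferon response genes *Rsad2*, *Ifit3*, *Ifit1* and *Isg15* and also *Cxcl10* among its leading genes.

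Progenitor genes were lower over all adult fibroblasts (median -0.53). With equal weight per class the median was 0.13. Most genes of the list are also markers that name the progenitor class, so equal weight takes out much of the drop by construction and does not show its source. Within the progenitor class all 10 genes were higher in the adult (median 0.32), while within the *Mmp3*/*Fabp4* class (-0.66) and the lobular-like class (-0.44) 8 of 10 were lower. The makeup of the lobular-like class also differed, with 67.4% of its pubertal and 13.4% of its adult cells in the *Ccn5*-led cluster of resolution 0.4. *Cd34*, a gene of the list, stood at 710 CPM in the pubertal cells of that cluster. It stood at 414 CPM in the pubertal lobular-like cells of that resolution. A smaller progenitor class, lower levels within other classes and a different makeup of the lobular-like class all stay open.

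The progenitor class held a small cluster led by *Pecam1*, *Gm47507*, *Tnfrsf9* and *Ifi202b*, and *Pecam1* encodes CD31, an endothelial marker. Of its pubertal cells, 0 of 575 (up to 0.522%) carried at least 2 of *Cdh5*, *Kdr*, *Emcn* and *Vwf*, against 0.0271% of the other progenitors, which argues against doublets with endothelial cells. *Pi16* was found in 97.4% of the pubertal and 96.6% of the adult cells. Without integration the cluster held 3.08% of pubertal and 1.34% of adult fibroblasts, so it was not drawn from 1 library alone. Its adult share depended on the setting and reached 3.68% with 2000 features. At puberty *Pde4c* stood at 365 CPM in the cluster against 9.29 CPM in the other progenitors, and *Mapk9* at 1464 against 321 CPM. Cells of another mouse or strain background, which could carry such differences at a few genes, stay open, as sequence variants were not analysed here.

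With no doublet removal the cycling ratio was 1.56 in place of 0.834. Of 62 adult cycling fibroblasts 21 (33.9%, 22.3 to 47.0) were marked as doublets, against 9.04% of all adult fibroblasts, while 1 of 40 was marked at puberty. Doublet scores that mark cycling cells may therefore have lowered the adult count. True doublets among them stay open.

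The adult Schwann-like cluster lost 45 of 58 cells (77.6%) to doublet removal, against 9.27% of all adult cells. The cells removed had a median of 2351 UMIs and those kept 4602. Doublets would be expected to hold more UMIs than single cells, so the low adult share may come from the doublet scores.

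The libraries held 19469 and 20631 cells after quality control and doublet removal. That is higher than the minimum quoted from the study above. The fibroblasts here numbered 18099 and 19683. The atlas held fewer at both stages, and the study also describes a separate dataset of puberty and adulthood. The kit and Cell Ranger versions given for these libraries are not those in the study's methods either, so the quoted atlas values are not read as values of these libraries.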
